A study of Arabidopsis thaliana with 18 samples. Its data were reported in "The response and recovery of the Arabidopsis thaliana transcriptome to phosphate starvation" (2012).

How the data were processed

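Messenger RNA levels were measured with Affymetrix ATH1 arrays in roots and shoots of Arabidopsis thaliana Col-0 plants grown in hydroponic culture. Plants grew for 20 days in full medium and then for 10 days in full medium (mock) or in medium without phosphate (starved). A further set of starved plants was returned to full medium for 3 days (replete). Each organ and condition had 3 arrays, giving 18 arrays in 6 groups, and the labels call the arrays of a group biological replicates. The mock and starved plants were 30 days old at sampling and the replete plants 33 days old, so age and recovery changed together.

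The deposited values were on the log2 scale. Per the labels and the study's methods, the authors made them with the R package affy (version not given in the sources used here), by background correction, quantile normalization and median-polish summary of the probes of each probe set. The deposited table held 22810 probe sets with values from 1.33 to 13.45, of which 64 were control probe sets of the manufacturer, and no further transformation was applied. Scanner files were not used here, so background and detection calls could not be examined, and the number of arrays limits the precision.

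Probe sets were named only through the given platform table. It gave 1 gene for 13513 probe sets, several for 503 and none for 8794, control probe sets included, and only probe sets with 1 gene were named. Gene identifiers matched the RefSeq gene table (assembly TAIR10.1) for 13436 probe sets, and 24 symbols were updated through it. A probe set with no name here is not one without a gene. Genes with no symbol in these tables are given by their locus identifier, and no coordinates are given because the array's genome build was not given.

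One linear model with a mean for each of the 6 groups was fitted to all 18 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 12 residual degrees of freedom per probe set and 16.5 after moderation. The response was starved minus mock, and the recovery was replete minus starved, each within an organ. Further contrasts were replete minus mock within an organ, the root minus the shoot response, the root minus the shoot recovery, and root minus shoot in mock plants. A probe set was called higher or lower at a two-sided Benjamini-Hochberg adjusted p at or under 0.001 within its contrast. The study's methods name a Bonferroni threshold, and the Benjamini-Hochberg adjustment was chosen because its supplementary statistics read as adjusted that way, with Bonferroni as an alternative. Fold changes are given on the log2 scale with the standard error (SE) of the fit. All adjusted p-values given for genes are from this limma fit, and each rests on 3 arrays per group.

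From the calls of response and recovery, each probe set was put in 1 of 9 classes per organ, following the study's scheme. Initial classes responded and then recovered in the opposite direction, persistent classes responded without a recovery call, latent classes had a recovery call alone, and continuous classes moved the same way in both phases. Because response and recovery share the starved arrays, unchanged groups were simulated with the measured spreads to give the class counts and the covariance expected with no effect. The overlap between organs, which share no arrays, was set against the product of the 2 call rates and tested with Fisher's exact test.

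A total of 26 gene lists with 468 genes was fixed before the data were examined, and 62 of the 468 genes had a probe set that matched that gene alone. The lists with 4 or more measured genes, 8 in number, were tested in each contrast with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over the 72 tests and a threshold of 0.05. A further 15 lists were given as single genes and not tested as lists, 1 because the study chose it on these samples and the others because they had fewer measured genes. The remaining 3 lists, on membrane lipids, iron storage and NF-YA subunits, had no gene with a probe set named for it alone. A measured gene of a list means here a gene with such a probe set. The study reports calls for genes of the membrane lipid and NF-YA lists on these arrays, so their absence here is a gap in naming. Some members of the other lists, among them MTPA1, HHO1 and HSP26.5, were also named by the study from these samples. Calls of such genes are not independent evidence.

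The genes named in the text were chosen by a rule fixed before the data were examined. For response and recovery in each organ, it took the 8 largest rises and the 8 largest falls among probe sets with 1 gene that were called and whose 3 values in each group did not overlap, which chance gives in 10% of comparisons of 3 with 3. It took 5 and 5 for the other contrasts within organs and between the organs' changes, up to 4 genes per list and contrast by p, and the genes that the study singled out.

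The fit was tested on simulated data with the measured spreads of the 22810 probe sets, in which 200 probe sets were changed in root starved plants. For the root response it called 11.6% of those changed by 0.5 on the log2 scale, 69.8% of those changed by 1 and 97.1% of those changed by 2, with 0 calls among unchanged probe sets. The alternatives fixed before the data were examined were the p adjustment, the threshold, a 2-fold minimum, the replicate number as a block within organ, limma's trend and robust options, array weights, other normalizations, centring on 4 reference genes, filters on dim or ambiguous probe sets, the 9 arrays of each organ alone, and leaving out each array in turn. Leaving out both starved arrays numbered 3 and centring on 18 bacterial spike-in probe sets were added after the data were seen. Replicate pairs of arrays were compared before averaging, and none held nearly equal values. The study describes replicate experiments, but neither its text nor the labels say that a number marks one of them, so the deviations of same-numbered arrays from their group means were correlated. Between shoot mock and shoot replete arrays all 3 pairs lay over 0.1, from 0.15 to 0.30, and for that comparison alone the numbers were taken to pair the arrays, from the values and not from the design. The block fit also shares its number effects with the starved arrays, whose pairs did not all lie over 0.1.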

Results

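RNA levels of 22810 ATH1 probe sets were measured in roots and shoots of Arabidopsis plants under 3 conditions, with 3 arrays for each of the 6 groups. Mock plants stayed in full medium, starved plants spent 10 days without phosphate, and replete plants were returned to full medium for 3 days after the starvation. The median log2 value per array lay between 5.88 and 5.98. Within roots, the first principal component held 52.5% of the variance and set the starved arrays apart from the mock and replete arrays. Within shoots it held 36.1% and did the same. In both organs the starved array numbered 3 lay nearer to the mock arrays than the other starved arrays did, at 23.3 on the first root component against 52.1 and 49.5, and at 13.3 on the first shoot component against 34.3 and 34.4. The root replete array numbered 1 lay at 11.4 on the second root component, and the other root replete arrays lay at -30.3 and -28.5.

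**Figure D1:**
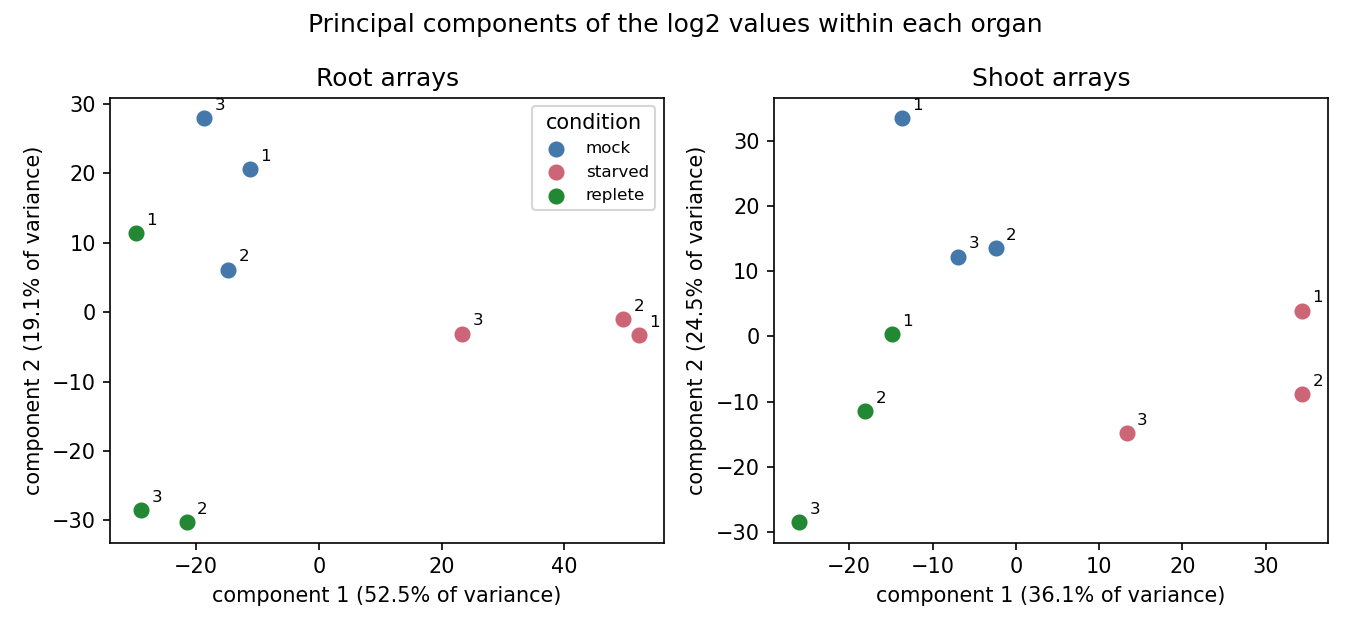
Scores of the 9 root arrays and the 9 shoot arrays on the first and second principal components of the log2 values of each organ (unitless scores), coloured by condition and numbered by replicate. The starved arrays lie to the right in both organs, with array 3 nearest to the mock arrays.

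Organ labels were checked first, through the difference between roots and shoots of mock plants. All 5 measured photosynthesis genes, listed as markers of green tissue, were lower in roots, among them PRK (phosphoribulokinase of the Calvin cycle, log2 difference -8.86, SE 0.17) and RCA (the activase of Rubisco, -7.12, SE 0.18). PYK10, a beta-glucosidase abundant in roots, was higher in roots (4.12, SE 0.14), as were the root hair expansins EXPA7 (5.05, SE 0.20) and EXPA18 (4.19, SE 0.15). The 5 measured anthocyanin genes were all lower in roots, led by DFR, which encodes dihydroflavonol reductase (-4.51, SE 0.48). Of all probe sets, 5571 were higher and 4173 lower in roots at an adjusted p at or under 0.001 from limma, and centring on reference genes changed the split to 3754 and 5395. The 4 reference genes themselves had a mean of 0.25 in this contrast and 1 was called higher in roots. That centring thus also takes out their own organ difference. The photosynthesis list had a camera adjusted p of 3.8e-05 and adjusted p = 0.079 with an estimated correlation, and the anthocyanin list 0.036 and adjusted p = 0.72 with an estimated correlation.

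The root response asked which transcripts differed after 10 days without phosphate. The largest rises with a gene name were AT5G20790 (log2 change 8.19, SE 0.29, adjusted p 1.8e-11), AT5G17340 (6.64, SE 0.32), AT2G04460 (6.17, SE 0.15) and OCT1, an organic cation and carnitine transporter (6.16, SE 0.34). They were followed by the glutaredoxin gene AT2G30540 (4.19, SE 0.22), the cytochrome P450 gene CYP78A9 (4.13, SE 0.21), the U-box kinase gene AT4G25160 (3.72, SE 0.19) and the serine carboxypeptidase-like gene scpl22 (3.53, SE 0.28). The study describes OCT1 as its most differentially expressed locus, whereas AT5G20790 and AT5G17340 rose more here and AT2G04460 about as much. The largest falls were in MTPA1, a zinc transporter gene (-3.35, SE 0.25, adjusted p 1.5e-07), AT5G55620 (-3.22, SE 0.48), the P450 gene CYP71B5 (-3.21, SE 0.29) and the GDSL lipase gene AT1G29670 (-2.71, SE 0.32). AT2G43890 (-2.61, SE 0.28), the peroxidase gene AT5G19890 (-2.57, SE 0.30), AT1G12030 (-2.57, SE 0.31) and AT1G73600, a phosphoethanolamine methyltransferase gene (-2.50, SE 0.18), also fell. In all, 354 probe sets rose and 161 fell, of which 176 and 88 had a single gene name and 246 had none.

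Few genes of the classical phosphate lists had a named probe set, and those that did moved in part. Of 2 measured phosphate transporter genes, PHT5;1, a vacuolar phosphate transporter, rose in roots (0.77, SE 0.13, adjusted p 0.00067). PAP1, the only measured member of the acid phosphatase list and a purple acid phosphatase gene, rose by 1.68 (SE 0.18, adjusted p 1.1e-05). Of 18 listed phosphate signalling regulators 4 had a named probe set, and none of these passed the test. LPR1, a multicopper oxidase of root phosphate sensing, stood at 0.49 (SE 0.14, adjusted p 0.038). The study placed the listed regulators SPX1, SPX2 and SPX3 in the initial positive class in both organs. They had no named probe set here, so the absence of calls does not cover them. Both measured members of the nitrogen list, the GARP transcription factor genes HHO1 (1.79, SE 0.23) and HHO2 (1.54, SE 0.10), rose. Both of these regulators are also known to act in phosphate responses. Adjusted over the list alone, the same counts passed in these lists, 1 transporter, 1 phosphatase, 2 nitrogen genes and 0 regulators. With 1 measured gene in the phosphatase list, that adjustment left its p unchanged.

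Some members of the iron, zinc and sulfate lists fell in starved roots. Of 5 measured iron uptake genes 2 fell, S8H, the scopoletin 8-hydroxylase of coumarin synthesis (-2.23, SE 0.17, adjusted p 2.8e-07), and BGLU42, a glucosidase of coumarin release (-1.59, SE 0.23, adjusted p 0.0002), and 2 also passed when adjusted over the list alone. The list shifted by a mean of -1.31 (camera adjusted p 3.8e-05, fry adjusted p 6.5e-05). Its adjusted p = 0.079 with an estimated correlation did not pass. Over all contrasts 11 of 72 list tests passed, and 19 of 100 groupings of the arrays, the real one included, gave as many. These tests include the organs of mock plants, whose difference stays in place when arrays are regrouped within each organ. Of 2 zinc genes MTPA1 fell, and ZIP9, a zinc transporter gene, stood at -1.31 (SE 0.30, adjusted p 0.0091) and passed only when adjusted over the list alone. Of 4 sulfate genes APS3, an ATP sulfurylase gene, fell (-1.40, SE 0.23, adjusted p 0.00066). All 5 measured genes that the study had singled out were called in the root response, OCT1, OCT4 (1.34, SE 0.20) and IAA31 (0.59, SE 0.10) higher and MTPA1 and AGL71 (-0.77, SE 0.11) lower. The study chose them on these samples, so the 5 calls adjusted over the list alone are not independent evidence of their direction.

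The counts of the root response rested on limma's test with 3 arrays per group, and leaving out root mock arrays 1, 2 or 3 gave 314, 326 or 321 calls and leaving out root starved arrays 1 or 2 gave 296 or 274 calls. Centring on reference genes gave 242 rises and 263 falls in place of 354 and 161, and centring on spike-ins 229 and 300, so the excess of rises depended on the scaling.

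**Figure D2:**
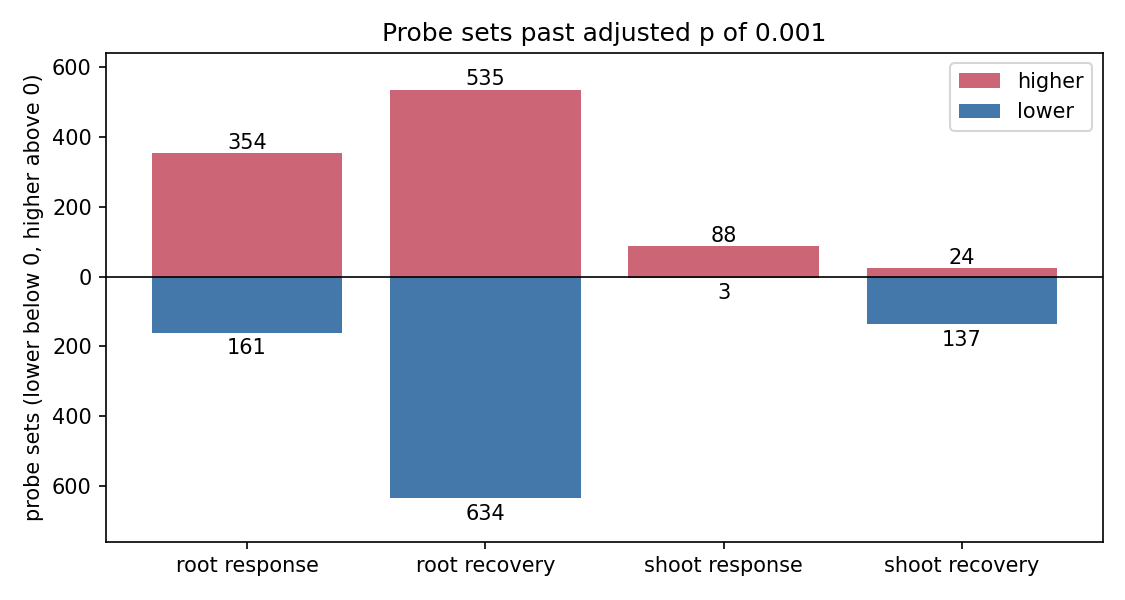
Number of probe sets (y axis) called higher (above 0) and lower (below 0) at an adjusted p at or under 0.001 in the response and recovery of each organ. Roots had 354 rises and 161 falls in the response, and shoots 88 and 3.

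The root recovery asked what changed when starved plants were given phosphate again for 3 days. Of the 8 genes with the largest rises in starved roots, 7 were among the 8 largest falls, with AT5G20790 at -8.01 (SE 0.29, adjusted p 2.6e-11), OCT1 at -6.70 (SE 0.34), AT5G17340 at -6.50 (SE 0.32), AT2G04460 at -6.08 (SE 0.15), CYP78A9 at -4.53 (SE 0.21), scpl22 at -4.31 (SE 0.28) and AT4G25160 at -3.98 (SE 0.19). The remaining large fall was AT1G19200 (-3.78, SE 0.29), and AT2G30540, the remaining large rise, also fell (-3.22, SE 0.22). The largest rises were AT5G26130 (4.00, SE 0.24, adjusted p 8.7e-09), AT4G39675 (3.79, SE 0.33), the peroxidase gene AT5G19890 (3.09, SE 0.30), AT1G33055 (2.68, SE 0.45), AT1G80380 (2.54, SE 0.34), AT4G16000 (2.50, SE 0.21), AT5G62360 (2.42, SE 0.44) and AT5G10210 (2.4, SE 0.23). In all, 535 probe sets rose and 634 fell, of which 279 and 337 had a single gene name.

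Among the lists, PAP1 fell in the recovery (-2.07, SE 0.18, adjusted p 8.9e-07), as did LPR1 (-1.06, SE 0.14, adjusted p 5.8e-05) and HHO2 (-1.13, SE 0.10), and S8H rose (1.66, SE 0.17, adjusted p 6.1e-06). Both measured root hair genes, the expansins EXPA18 (-1.43, SE 0.15, adjusted p 5e-06) and EXPA7 (-1.2, SE 0.20, adjusted p 0.00042), fell, and both also passed when adjusted over the list alone. In the root response the 2 genes had a median of 0.54, and 1 was higher when adjusted over the list alone. In root replete against mock their median was -0.77, and 1 was lower in that way. PDC2, a pyruvate decarboxylase gene of the low-oxygen list, rose by 1.14 (SE 0.20, adjusted p 0.00059). Of the green tissue markers LHCB4.1, a light-harvesting protein gene, rose (1.23, SE 0.16, adjusted p 4.7e-05), while the other 4 did not pass and PRK stood at -0.59 (SE 0.17, adjusted p 0.02). No list passed camera in this contrast. By fry 2 lists did, iron uptake (mean 0.68, camera adjusted p 0.10, fry adjusted p 0.014) and heat shock (mean -0.30, camera adjusted p 0.27, fry adjusted p 0.044). Of the genes singled out by the study, OCT1 and IAA31 (-0.82, SE 0.10) fell and AGL71 rose (0.88, SE 0.11).

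Leaving out root starved arrays 1 or 2 gave 574 or 571 recovery calls in roots in place of 1169, and leaving out root replete arrays 2 or 3 gave 705 or 597. Rises outnumbered falls under 7 of 33 alternatives, among them 781 rises and 425 falls with reference-gene centring, 557 and 488 with spike-in centring and 827 and 702 without root starved array 3, so the excess of falls depended on the processing.

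The contrast of replete with mock asked how far transcripts lay from unstarved plants after 3 days of recovery. In roots MTPA1 (-4.24, SE 0.25, adjusted p 1.5e-07) and AT1G12030 (-3.55, SE 0.31) were far below the mock level, and AT4G12360 (-1.63, SE 0.18), the pectate lyase gene AT1G11920 (-1.53, SE 0.17) and AT5G51890 (-1.17, SE 0.14) were lower too. AT5G26130 (2.96, SE 0.24, adjusted p 5.3e-06), AT5G26270 (1.75, SE 0.20) and AT1G33813 (1.65, SE 0.20) were higher. ZIP9 stood at -2.17 (SE 0.30, adjusted p 0.0016) and passed only when adjusted over the list alone. The iron uptake list had a mean of -0.64 (camera adjusted p 0.011), with adjusted p = 0.39 with an estimated correlation. In all 5 probe sets were higher and 10 lower in roots, and centring on spike-ins gave 4 and 17. The balance turned under 4 of 33 alternatives, with 407 higher and 245 lower at an adjusted p at or under 0.05, 90 and 46 with array weights, 35 and 22 without root replete array 1 and 14 and 13 without root starved array 3. Leaving out root replete array 1 gave 57 calls, root starved array 3 gave 27, root replete arrays 2 or 3 gave 6 or 5, and root mock arrays 1 or 3 gave 5 or 4.

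In shoots, XTH19, a xyloglucan-modifying enzyme gene (1.76, SE 0.20, adjusted p 0.00073), and the defensin gene PDF1.2a (1.52, SE 0.18, adjusted p 0.00096) were higher in replete than in mock plants. COR15B, a chloroplast protein gene induced by cold and dehydration, stood at 0.84 (SE 0.16, adjusted p 0.015), and the ABA and dehydration list had a mean of 0.55 (camera adjusted p 0.0019), with adjusted p = 0.39 with an estimated correlation. In all 3 probe sets were higher and 2 lower, against 7 in all, 5 and 2, with quantile normalization within the organ and 0 higher and 1 lower with spike-in centring. With the replicate number as a block it was 10, 6 and 4, of which 4 were among the 5, and PDF1.2a was no longer called (adjusted p 0.0023). The balance turned without shoot starved array 1 or root replete array 1, to 1 higher and 2 lower in each case, and at an adjusted p at or under 0.05, to 280 and 348. Of the 18 arrays, 14 moved this count of 5 by over 1.5 times when left out. It became 0 without shoot mock arrays 2 or 3 or shoot replete arrays 1 or 3, 1 without shoot replete array 2, 2 without root mock arrays 1, 2 or 3, root starved array 1 or root replete arrays 2 or 3, and 3 without shoot starved array 1, root starved array 2 or root replete array 1. Because the replete plants were 33 days old and the mock plants 30, these differences include 3 days of age.

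**Figure D3:**
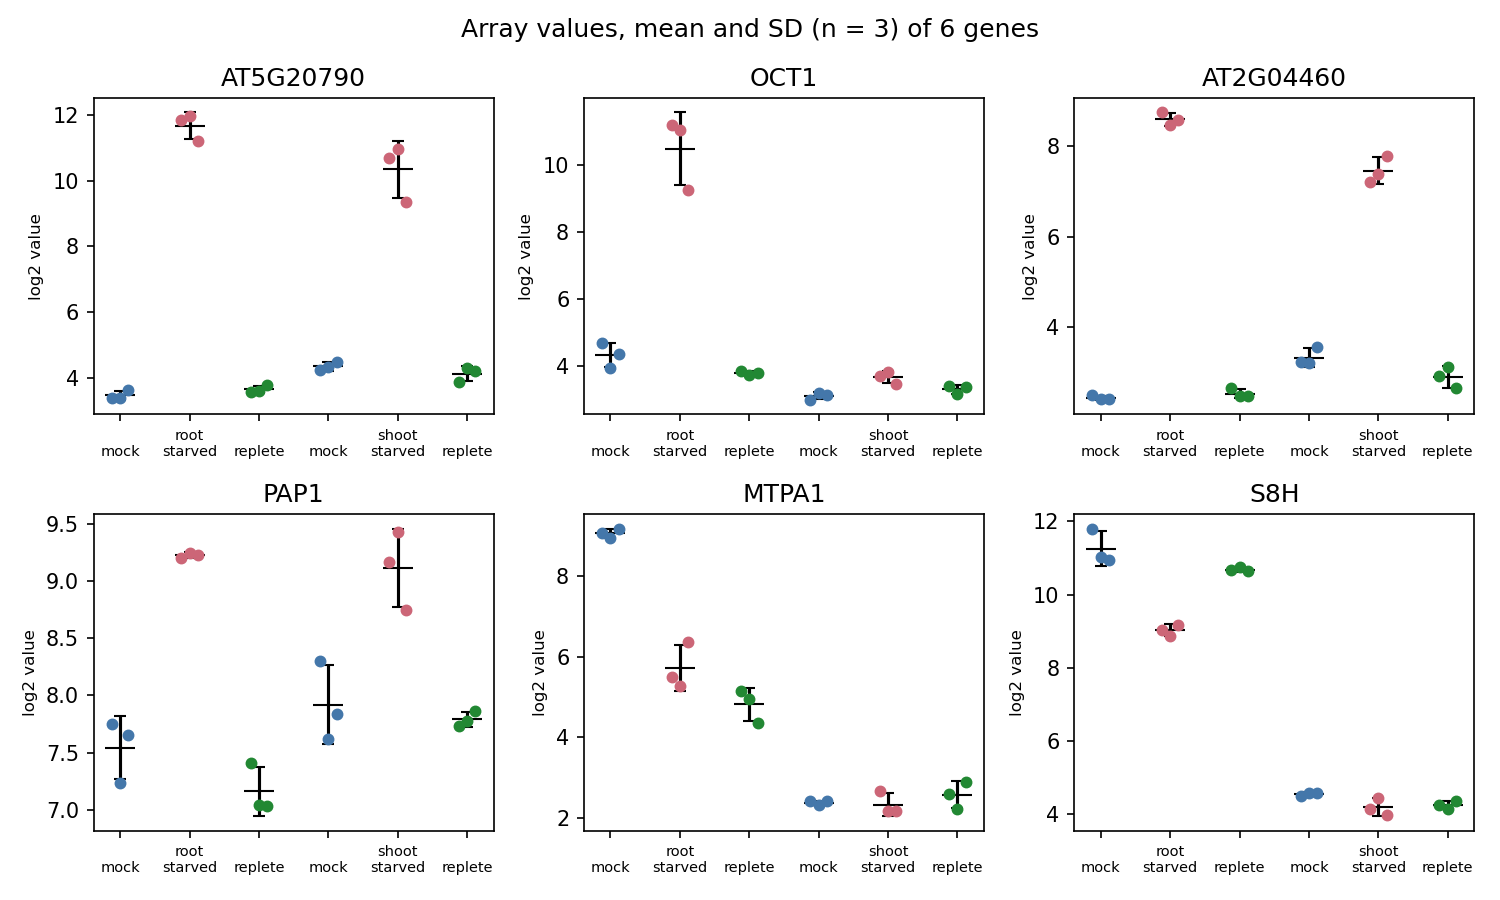
Log2 values (y axis) of 6 genes in mock, starved and replete plants of each organ, with a point for each of 3 arrays, the mean as a line and the SD as a bar. AT5G20790 and AT2G04460 rose in starved roots and shoots, OCT1 averaged 10.49 in starved roots and 3.67 in starved shoots, and MTPA1 was still at 4.82 in replete roots against 9.06 in mock roots.

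In the shoot response 88 probe sets rose and 3 fell, 36 of the rises with a single gene name. AT5G20790 (5.98, SE 0.29, adjusted p 2.8e-09) and AT2G04460 (4.14, SE 0.15), both among the largest rises in roots too, led, followed by AT1G08310 (3.82, SE 0.23), AT3G44510 (3.23, SE 0.22, and 2.58, SE 0.21, from 2 probe sets), AT1G67600 (3.04, SE 0.17), FHL, which acts in nuclear import of phytochrome A (3.03, SE 0.23), and AT3G43110 (2.89, SE 0.37). OCT4, a gene the study had singled out, rose by 1.77 (SE 0.20) and HHO2 by 0.93 (SE 0.10, adjusted p 3.6e-05). Of the 3 probe sets that fell, 2 had a gene name, UGT76B1, a glucosyltransferase gene (-1.63, SE 0.21), and AT5G53050 (-0.96, SE 0.11). PAP1 stood at 1.2 (SE 0.18, adjusted p 0.0014) and passed only when adjusted over the list alone, as did PDF1.2a (-0.92, SE 0.18, adjusted p 0.0092). Each was the only measured gene of its list, so adjusting over the list left its p unchanged.

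Of 4 measured genes of the ABA and dehydration list, COR15B (1.36, SE 0.16, adjusted p 6.7e-05) and the dehydrin gene LTI30 (1.18, SE 0.17, adjusted p 0.00094) rose in starved shoots. When adjusted over the list alone all 4 passed, with COR15A at 0.87 (SE 0.19) and COR47 at 0.69 (SE 0.15). The list's mean was 1.03 (camera adjusted p 3.5e-07, fry adjusted p 0.0002), with adjusted p = 0.079 with an estimated correlation. No iron uptake gene passed over all probe sets and 2 did when adjusted over the list alone, the transcription factor gene PYE (-1.35, SE 0.23, adjusted p 0.0039) and F6'H1, a hydroxylase gene of scopoletin synthesis (-1.92, SE 0.38, adjusted p 0.0095). That list's mean was -1.0 (camera adjusted p 0.0033), with adjusted p = 0.28 with an estimated correlation. No anthocyanin gene passed either, although the 5 genes had a mean of 0.95 (camera adjusted p 0.0073, fry adjusted p 0.13), with adjusted p = 0.68 with an estimated correlation. The cytokinin response regulators ARR15 (-0.90, SE 0.19, adjusted p 0.013) and ARR16 (-0.81, SE 0.17, adjusted p 0.013) passed only when adjusted over the list alone.

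Leaving out shoot starved array 3 gave 155 calls in the shoot response in place of 91, leaving out shoot starved arrays 1 or 2 gave 53 or 47, and leaving out shoot mock arrays 1 or 3 gave 50 or 52. At an adjusted p at or under 0.05 the shoot response held 424 rises and 459 falls, and no excess of rises was seen there.

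In the shoot recovery the largest falls were in genes that had led the response, AT5G20790 (-6.20, SE 0.29, adjusted p 1.2e-09), AT2G04460 (-4.57, SE 0.15), AT1G08310 (-3.82, SE 0.23), AT3G43110 (-3.10, SE 0.37), AT3G44510 (-2.92, SE 0.22, and -2.58, SE 0.21), AT1G67600 (-2.91, SE 0.17), together with the glutaredoxin gene AT1G03020 (-2.61, SE 0.14). The largest rises were in the defensin genes PDF1.2a (2.45, SE 0.18, adjusted p 2.8e-07) and PDF1.2b (2.03, SE 0.30), JRG21, a jasmonate-regulated oxygenase gene (2.34, SE 0.36), the alpha-amylase gene AMY1 (1.82, SE 0.16), AT1G65510 (1.64, SE 0.23), AT3G02480 (1.58, SE 0.24), AT3G57930 (1.39, SE 0.17) and the type-A response regulator gene ARR16 (1.21, SE 0.17). In all, 24 probe sets rose and 137 fell, of which 17 and 63 had a single gene name.

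PAP1 (-1.33, SE 0.18, adjusted p 0.00038), HHO2 (-0.93, SE 0.10) and OCT4 (-1.44, SE 0.20) fell in the shoot recovery. Both measured cytokinin genes passed when adjusted over the list alone, ARR16 and ARR15 (1.15, SE 0.19, adjusted p 0.0014). The anthocyanin list had a mean of -1.18 (camera adjusted p 0.0057, fry adjusted p 0.078), with adjusted p = 0.68 with an estimated correlation, and the ABA and dehydration list a mean of -0.47 (camera adjusted p 0.025), with adjusted p = 0.68 with an estimated correlation, while no member of either passed. Leaving out shoot starved array 3 gave 275 calls in place of 161, shoot starved arrays 1 or 2 gave 67 or 76, and shoot replete arrays 1, 2 or 3 gave 92, 86 or 85. Centring on reference genes gave 39 rises and 108 falls in place of 24 and 137.

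Over response and recovery together, 1265 probe sets in roots and 181 in shoots left the basal class. AT5G20790, AT2G04460 and PAP1 in roots belonged to the initial positive class of 309 probe sets, and S8H to the initial negative class of 110. MTPA1 was among 51 persistent negative probe sets and PHT5;1 among 45 persistent positive ones. In replete against mock, 5 of the 96 persistent probe sets in roots were called in the same direction, MTPA1 among them. PHT5;1 was not, and in shoots 1 of 20 was. The persistent classes thus record a missing recovery call, and not a level shown to stay apart from mock. The latent classes held 425 positive probe sets, among them PDC2 and LHCB4.1, and 325 negative ones, among them LPR1, EXPA7 and EXPA18. In shoots the initial positive class held 70 probe sets, including HHO2, the initial negative class 1, the persistent classes 18 and 2, the latent positive class 23, including PDF1.2a and ARR16, and the latent negative class 67, including PAP1.

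No probe set moved the same way in both phases in either organ, and 33 in roots and 39 in shoots did so at an unadjusted p under 0.05 in both from limma. Of the root response calls 81.4% and of the shoot response calls 78.0% were called in the opposite direction in the recovery. The median share of the starvation change that was undone was 101% for root rises, 96.5% for root falls and 97.6% for shoot rises. None of the 419 initial probe sets in roots and none of the 71 in shoots was called in replete against mock by limma, and 105 and 11 differed at an unadjusted p under 0.05. Over all 22810 probe sets 15 and 5 were called there, and 4167 and 4270 had an unadjusted p under 0.05. With so few calls over all probe sets, the absence of calls in these classes does not show a full return. Response and recovery share the starved arrays, and their covariance over probe sets was -0.156 in roots against -0.0138 in simulated unchanged groups, and -0.0630 in shoots against -0.0132. The 309 root and 70 shoot initial positive probe sets compared with 9.84 and 0.53 from independent lists and 0 in the simulation. Independent lists take no account of the shared arrays. The simulation held no change and left all 22810 probe sets basal, so its 0 could not show how far those arrays raise the counts. Part of the excess may come from the shared arrays.

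The class counts moved when single arrays were left out. The 750 latent and 419 initial probe sets of roots turned their order, to 259 and 338, without root replete array 3, and at the Bonferroni threshold (75 and 90), and became 354 and 350 without root replete array 2 and 323 and 251 or 338 and 232 without root starved arrays 1 or 2. In shoots the 90 latent and 71 initial probe sets became 25 and 42, 36 and 40 or 150 and 125 without shoot starved arrays 1, 2 or 3 and 40 and 52, 36 and 50 or 32 and 53 without shoot replete arrays 1, 2 or 3. The initial classes alone moved as far without root mock arrays 2 or 3, to 261 or 279 in roots, and without shoot mock arrays 1 or 3, to 47 or 46 in shoots, and the latent classes of shoots without root replete array 1, to 141. In roots the 1265 became 619 or 612 without root starved arrays 1 or 2 and 834 or 715 without root replete arrays 2 or 3. In shoots the 181 became 78, 83 or 305 without shoot starved arrays 1, 2 or 3 and 107 or 116 without shoot replete arrays 2 or 3. At the Bonferroni threshold the order of latent and initial classes turned in shoots too. There 29 probe sets were initial positive, 3 latent positive and 10 latent negative.

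Roots and shoots were then compared directly. Of the 88 probe sets that rose in starved shoots, 60 also rose in starved roots, among them AT5G20790, AT2G04460, OCT4 and HHO2, where 1.37 were given by independent lists (Fisher's exact test, p 7.8e-89). Of the 88, 85 had a root change above 0. In the recovery 73 probe sets fell in both organs against 3.81 from independent lists (Fisher's exact test, p 7.0e-77), and none of the 24 shoot rises was among the 535 root rises (0.56 from independent lists, Fisher's exact test, p 1). Probe sets are not independent replicates, so these p-values describe the lists. The overlap of 60 became 36, 37 or 38 without shoot mock arrays 1, 2 or 3 and 38 or 36 without shoot starved arrays 1 or 2.

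**Figure D4:**
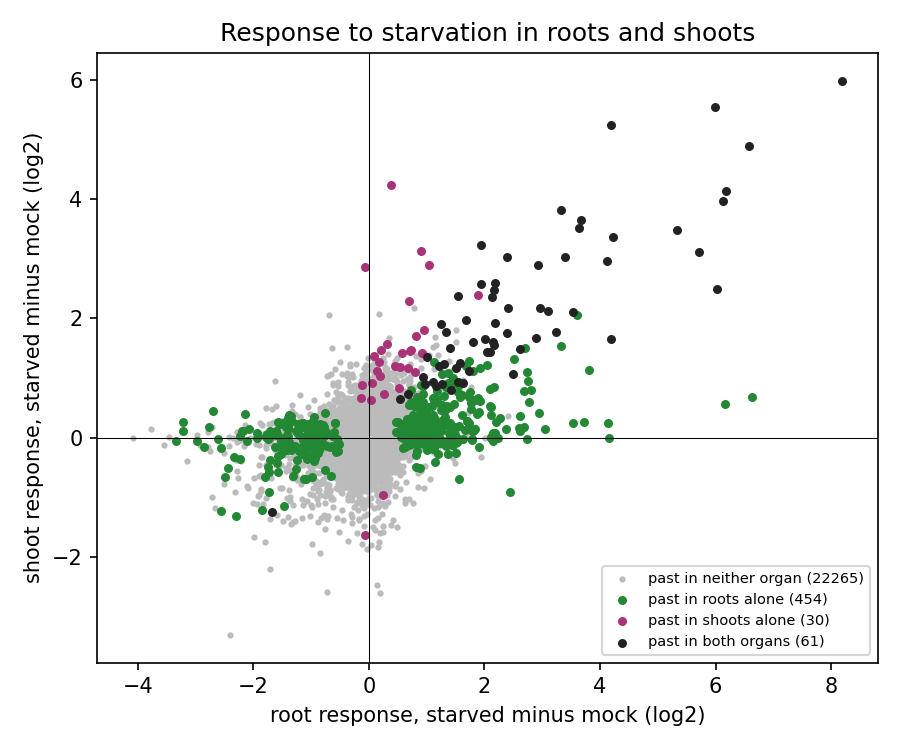
Response to starvation in roots (x axis, log2 of starved over mock) and in shoots (y axis, log2) for each of 22810 probe sets, coloured by the organ in which it was called. Of the 60 probe sets called higher in both organs, 43 had the larger change in roots, and 454 probe sets were called in roots alone and 30 in shoots alone. Requiring a root call favours the larger root changes. Over all 88 called higher in shoots, 43 had the larger change in roots, with medians of 1.56 in roots and 1.63 in shoots.

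The test of the difference itself, the root minus the shoot response, passed for 41 probe sets with a higher change in roots and 21 with a lower one. The first group was led by AT5G17340 (5.95, SE 0.45, adjusted p 3e-06), OCT1 (5.60, SE 0.48), CYP78A9 (3.89, SE 0.29), AT4G25160 (3.46, SE 0.27) and scpl22 (3.29, SE 0.40). The second was led by CYP71B5 (-3.32, SE 0.41), MTPA1 (-3.30, SE 0.35), AT1G29670 (-3.15, SE 0.45), AT3G48450 (-2.30, SE 0.27) and S8H (-1.86, SE 0.25). In mock shoots OCT1 averaged 3.11 (SD 0.10), MTPA1 2.38 (SD 0.05) and S8H 4.55 (SD 0.06), all below the array medians. OCT1 and MTPA1 also lay under the lower quartiles of the shoot mock arrays (3.44, 3.43 and 3.45). A fall of MTPA1 in shoots could hardly be seen, so its organ difference rests on the fall in roots. COR15B stood at -1.27 (SE 0.22, adjusted p 0.0039), and the ABA and dehydration list had a mean of -0.73 (camera adjusted p 0.0033), with adjusted p = 0.43 with an estimated correlation. Centring on reference genes gave 28 and 37 in place of 41 and 21, and centring on spike-ins 32 and 30. The count of 62 became 170 without root starved array 3, and it became 26, 32 or 31 without shoot mock arrays 1, 2 or 3, 29 or 27 without shoot starved arrays 1 or 2, 37 without shoot replete array 2, 35 or 33 without root mock arrays 1 or 2, and 29 or 26 without root starved arrays 1 or 2.

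The recovery differed between organs at 120 probe sets with a higher and 130 with a lower change in roots. AT5G26130 (3.61, SE 0.33, adjusted p 1.1e-05), AT5G19890 (3.04, SE 0.43), AT4G16000 (2.64, SE 0.30), AT5G26200 (2.50, SE 0.38) and AT3G46880 (2.36, SE 0.34) led the first group, to which S8H also belonged (1.59, SE 0.25). OCT1 (-6.35, SE 0.48), AT5G17340 (-5.98, SE 0.45), scpl22 (-4.12, SE 0.40), CYP78A9 (-3.65, SE 0.29) and AT4G25160 (-3.55, SE 0.27) led the second, with PDF1.2a (-2.73, SE 0.25) and LPR1 (-1.38, SE 0.20). The balance turned under 9 of 32 alternatives, among them 122 higher and 100 lower with reference-gene centring, 263 and 198 without root starved array 3 and 210 and 201 without root replete array 1. The count of 250 became 461 without root starved array 3 and 411 without root replete array 1. It became 114 or 108 without root starved arrays 1 or 2, 121 without either of root replete arrays 2 or 3, 132 or 111 without shoot starved arrays 1 or 2, and 143 without any 1 of the 3 shoot replete arrays.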

Values the study reported

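The study reported 1257 genes, counted as probe sets, as differentially expressed in roots during starvation or recovery. Of these it placed 310 in the initial positive, 47 in the persistent positive, 50 in the persistent negative, 420 in the latent positive and 320 in the latent negative class. In shoots it classified 182 genes, with 69 initial positive, 1 initial negative, 18 persistent positive, 2 persistent negative, 23 latent positive and 69 latent negative. Its text gives a Bonferroni corrected threshold of 0.001.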

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

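The mislabelling tests below, the mixing tests of the starved arrays and the shares over probe sets chosen at an adjusted p of 0.05 were chosen after the values they measure had been seen. The organs differed, by the test of the difference itself in limma, at 62 probe sets in the response and 250 in the recovery. Named genes with a higher response in roots were AT5G17340 (5.95), OCT1 (5.60), CYP78A9 (3.89), AT4G25160 (3.46) and scpl22 (3.29), and those with a lower one were CYP71B5 (-3.32), MTPA1 (-3.30), AT1G29670 (-3.15), AT3G48450 (-2.30) and S8H (-1.86). In the recovery the root change was the higher one for AT5G26130 (3.61), AT5G19890 (3.04), AT4G16000 (2.64), AT5G26200 (2.50), AT3G46880 (2.36) and S8H (1.59), and the lower one for OCT1 (-6.35), AT5G17340 (-5.98), scpl22 (-4.12), CYP78A9 (-3.65), AT4G25160 (-3.55), PDF1.2a (-2.73) and LPR1 (-1.38). Of 100 splits of the arrays within each organ, the real one included, 2 gave as many calls for the response difference, with 62 in the real split and 66 in the highest other drawn. Arrays grouped without regard to condition can thus be excluded at that share. The splits also take away the change that the organs share, so they cannot exclude an equal change in both organs. That question rests on limma's test of the difference. For the recovery difference 2 of 100 splits gave as many calls, with 250 in the real split and 795 in the highest other. That other split turned the conditions around in 1 organ, which adds the organs' changes in place of subtracting them, and for the response the same kind of split gave 378 calls but was not among those drawn.

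A signal also appeared outside the genes. Of 64 control probe sets 1 was called within an organ, a probe set for the hybridization spike-in BioB (middle part), higher by 0.55 in starved than in mock roots. The 18 bacterial spike-in probe sets had a median change of 0.14 in the root response, between -0.16 and 0.55.

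In both organs the starved array numbered 3 lay between mock and the other starved arrays, at a median position of 0.642 in roots and 0.579 in shoots over probe sets called without it (0 is mock and 1 the other starved arrays), where the other starved arrays measured in the same way lay between 1.03 and 1.24. A mock sample under a wrong label would lie near 0, so the lower value, 0.579, argues against that. RNA of unstarved plants mixed in would give rises and falls the same share on the linear scale, and over probe sets changed at least 2-fold the median share at rises minus that at falls was -0.0576 in roots (bootstrap 95% interval over probe sets -0.107 to -0.0116) and -0.316 in shoots (-0.401 to -0.0968, from 118 rises and 10 falls). The same difference was 0.0216 and 0.24 for the other starved root arrays, the other starved shoot arrays had too few falls to give it, and over probe sets chosen at an adjusted p of 0.05 the shoot difference was -0.232 against -0.00897 and 0.522 for the other shoot arrays, so mixing cannot be told apart from the spread between arrays in either organ. Weaker starvation of these plants may also be the reason and was not tested, since no group holds such plants.

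Of the root probe sets with a recovery call, 750 had no response call (323 or 338 without root starved arrays 1 or 2, 992 without root starved array 3, and 354 or 259 without root replete arrays 2 or 3), which may reflect noise in the starved arrays that both contrasts share, a response under the threshold, or the age of the replete plants. With each starved array in turn kept out of the choice of probe sets, it lay from mock opposite to the recovery in 65.9% to 99.4% of them, where noise alone gives 50%. Its distance from mock was a median of 0.276 to 0.623 of its distance from replete, where a response under the threshold that was then undone needs 0.5 or more. Both lowest values came with starved array 3 kept out, and neither explanation can be told apart from the other while that array differs. Of the 750, 7 were called in replete against mock and 201 (26.8%) passed an adjusted p of 0.05 there, 745 had a response opposite to the recovery and 417 of them passed 0.05, a sign that the shared arrays also favour, and the age of the replete plants cannot be told apart from the recovery because no mock group of that age was measured.

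The root replete array numbered 1 stood apart from the other root replete arrays, at a median position of 0.410 from mock (0) to those arrays (1) over the 57 probe sets called without it, and mock arrays kept out in the same way lay at -0.0679, 0.335 and -0.0847. Over 1142 probe sets called in the recovery without it, a contrast that leaves out the mock arrays, it lay at 0.781 from starved (0) to the other replete arrays (1) and the mock arrays at 0.561, 0.656 and 0.527 (SD 0.0667), and MTPA1 stood at 5.16 against 8.94 to 9.17 in mock roots, which argues against a mock sample under a wrong label. RNA of mock plants mixed in would give 1 share throughout, and the share on the linear scale was 0.258 at 29 probe sets at least 2-fold higher in replete roots and 0.798 at 21 lower ones, a difference of -0.539 (bootstrap 95% interval -0.658 to -0.334). That interval covers the probe sets of 1 array and not the spread between arrays, and over probe sets chosen at an adjusted p of 0.05 the difference was -0.0402 against -0.111 and 0.428 for the other replete arrays, so mixing cannot be told apart from that spread. No biological explanation was tested, since no group in the design separates this array.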

How the results depend on the processing

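Leaving out both starved arrays numbered 3 and spike-in centring were chosen after seeing the data. No named gene and none of the 11 list results changed direction under the alternatives run for it, and of 4992 values of named genes past the threshold under the alternatives, 4473 stayed past it in the same direction. For a named gene many alternatives could not turn the direction. Another threshold or adjustment, limma's trend and robust options and the filters on probe sets leave its fold change as it was. Leaving out an array outside the contrast does so too. The largest changes within an organ had groups that did not overlap, so leaving out 1 array could not turn them either. The balance of higher and lower counts turned in every contrast but the shoot recovery. In the root response (354 higher and 161 lower) reference-gene centring gave 242 and 263 and spike-in centring 229 and 300. In the root recovery (535 and 634) array weights gave 1497 and 1272, cyclic loess 610 and 609, reference-gene centring 781 and 425, probe sets above the median 447 and 394, spike-in centring 557 and 488, and leaving out both starved arrays numbered 3 gave 825 and 709. In the shoot response (88 and 3) an adjusted p of 0.05 gave 424 and 459. Between organs, reference-gene centring gave 28 and 37 in the response (41 and 21) and 3754 and 5395 in mock plants (5571 and 4173), where the Bonferroni threshold gave 2384 and 2592 and the 2-fold minimum 3235 and 3254. In the recovery (120 and 130) the replicate block gave 106 and 96, array weights 433 and 373, cyclic loess 133 and 122, reference-gene centring 122 and 100, probe sets above the 25th percentile 114 and 112, those above the median 77 and 30, and leaving out both starved arrays numbered 3 gave 231 and 171. Replete against mock turned under 4 alternatives in roots, given with the comparison, and under 4 in shoots, where 16 more gave equal counts. The cause of the changes below was not tested, except where fewer probe sets or arrays, or another threshold, entered by construction. In each sentence the values follow the order root response, root recovery, root replete against mock, shoot response, shoot recovery, shoot replete against mock, organ difference in the response and in the recovery, organs in mock plants, root classes, shoot classes and overlap, and results that stayed within 1.5 times are left out and named. The Bonferroni threshold gave 125, 165, 4, 33, 42, 2, 12, 28, 4976, 200, 46 and 23. A Benjamini-Hochberg threshold of 0.05 gave 2220, 5993, 652, 883, 1983, 628, 991, 3592, 6450 root classes, 2402 shoot classes and 192 in the overlap, without the organs in mock plants. The 2-fold minimum gave 338 in the root response, 573 in the root recovery, 6489 between organs in mock plants and 637 in the root classes. Array weights gave 913, 2769, 136, 309, 258, 74, 268, 806, 2961 root classes, 423 shoot classes and 116, without the organs in mock plants. Probe sets above the median alone gave 276 in the root response, 6 in root replete against mock, 16 and 107 for the organ differences and 6219 between organs in mock plants. Probe sets with 1 gene alone gave 265, 617, 35, 80, 29, 128, 5217, 669, 88 and 24, without the contrasts of replete and mock. The 9 arrays of each organ alone gave 209, 437, 2, 32, 41, 0, 466, 43 and 24, without the contrasts between organs. Leaving out both starved arrays numbered 3 gave 25 in root replete against mock, 162 in the shoot response, 292 in the shoot recovery, 152 and 402 for the organ differences and 321 in the shoot classes. Shoot replete against mock gave 2 with reference-gene centring, 2 with probe sets above the 25th percentile and 1 with spike-in centring. With an estimated correlation the gene list tests gave 0 of 72, and 7 at an unadjusted p under 0.05. By fry 15 of 72 passed, 9 of them among the 11 of camera.

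With the replicate number as a block within each organ, root replete against mock gave 8, shoot replete against mock 10 and the organ difference in the response 41, and no other count moved by over 1.5 times. For shoot replete against mock, where all 3 pairs of same-numbered arrays correlated over 0.1, the block ended the call of PDF1.2a and no other call of a named gene or list there. In the other comparisons not every pair did, and whether the arrays share more than a number there stays open. Of 156 calls of named genes the block ended 19, namely PHT5;1, AGL71 and IAA31 in the root response, AT5G62360, PDC2, HSP26.5 and EXPA7 in the root recovery, AT1G33813, AT1G11920 and AT5G51890 in root replete against mock, PDF1.2a in shoot replete against mock, AT3G48450 and S8H in the organ difference in the response, LPR1 and S8H in that in the recovery, and HSP26.5, UBC21, OCT4 and IAA31 between organs in mock plants. Over all pairs within an organ the deviations correlated between -0.11 and 0.45, over 0.1 in 10 of 18, and an array correlated best with its own number in 11 of 18 cases. Between the organs 3 of 9 pairs lay over 0.1 and 7 of 9 correlated best with their own number, which is a hint from the data and not from the design.

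Leaving out 1 array at a time gave 274 to 654 calls for the root response, 571 to 1529 for the root recovery, 4 to 57 for root replete against mock, 47 to 155 for the shoot response, 67 to 275 for the shoot recovery, 0 to 6 for shoot replete against mock, 26 to 170 and 108 to 461 for the organ differences, 8628 to 9950 between organs in mock plants, 612 to 1646 and 78 to 305 in the root and shoot classes, 36 to 77 in the overlap and 8 to 15 list tests. Reference-gene centring moved the median of all probe sets between the organs of mock plants from 0.06 to -0.19, and spike-in centring moved that of root replete against mock from -0.013 to -0.12. Background and detection were not examined, so what signal over background limits stays unknown.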

Other observations

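The splits of the arrays in this part were planned before their results were seen. Several lists that were fixed before the data were examined had single members near the thresholds. Of the 6 measured heat shock and chaperone genes, HSP26.5 fell in the root recovery (-0.89, SE 0.16, adjusted p 0.00077 in limma), and HSP15.7 stood at 0.87 in the root response (SE 0.17, adjusted p 0.0025) and passed when adjusted over the list alone. AUR1, an Aurora kinase gene of the cell cycle list, stood at 0.43 in the root response (SE 0.12, adjusted p 0.035) and at -0.50 in the root recovery (SE 0.12, adjusted p 0.0067). GI, a clock gene, stood at 0.49 in the shoot response (SE 0.11, adjusted p 0.023), and SAG101, a gene of the salicylate and defence list, at 0.71 in the shoot recovery (SE 0.21, adjusted p 0.046).

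Of the marker lists for the other organ, PYK10, a root marker, stood at 0.52 in the shoot recovery (SE 0.14, adjusted p 0.025), and the green tissue markers had a median of -0.06 in the root response. The 4 measured reference genes had a median of 0.10 in the root response and 0.06 in the shoot response, and none passed within an organ. APL3 was the only measured member of the list on sugar phosphates (root minus shoot in mock plants -3.03, SE 0.25), and HCT that of the wall list (1.07, SE 0.11).

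For comparisons of 3 arrays with 3, the 10 possible splits are too few for a share under 0.05, and in each of them 1 split, the real one, gave as many calls. The real and the highest other counts were 515 and 0 for the root response, 1169 and 0 for the root recovery, 15 and 2 for root replete against mock, 91 and 0 for the shoot response, 161 and 0 for the shoot recovery, 5 and 0 for shoot replete against mock, and 9744 and 0 for the organs in mock plants. For shoot replete against mock, the comparison in which the numbers pair the arrays, 4 of the 10 splits part all 3 pairs, and the real one gave 10 calls with the replicate block and the highest of the other 3 gave 0. The remaining 6 part 1 pair and gave 0 with and without the block. Regrouping the 9 arrays of each organ 100 times, the real grouping included, gave as large a count only in the real 1 for the root classes (1265 against 284 in the highest other), the shoot classes (181 against 8) and the overlap of rises (60 against 0), so chance can be excluded at that share. For the overlap, regrouping also took away the responses that make the lists. Its 0 therefore does not test how far the lists of the organs overlap. For the gene list tests 19 of 100 groupings gave as many lists as the real one (11, with 16 in the highest other), so chance cannot be excluded for their number. That number includes the photosynthesis and anthocyanin lists between organs in mock plants, and regrouping within each organ leaves the difference between organs in place. The count therefore does not test the lists of the starvation and recovery contrasts by themselves.

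At the Bonferroni threshold the study states, 200 probe sets in roots and 46 in shoots left the basal class here. Both are lower than the values quoted from the study above. With the Benjamini-Hochberg adjustment at the same threshold, used for the results here, the counts were 1265 and 181, so the gap goes with the adjustment. By class, roots held 79 initial positive, 11 initial negative, 25 persistent positive, 10 persistent negative, 26 latent positive and 49 latent negative probe sets, and shoots 29, 0, 4, 0, 3 and 10. Each class that is quoted from the study above is lower here at the Bonferroni threshold. With the Benjamini-Hochberg adjustment the same classes held 309, 110, 45, 51, 425 and 325 probe sets in roots and 70, 1, 18, 2, 23 and 67 in shoots.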
